# Integrative Analysis of Breast Cancer Cells Reveals an Epithelial-Mesenchymal Transition Role in Adaptation to Acidic Microenvironment

**DOI:** 10.3389/fonc.2020.00304

**Published:** 2020-03-10

**Authors:** Mehdi Sadeghi, Bryce Ordway, Ilyia Rafiei, Punit Borad, Bin Fang, John L. Koomen, Chaomei Zhang, Sean Yoder, Joseph Johnson, Mehdi Damaghi

**Keywords:** acid adaptation, EMT, tumor microenvironment, breast cancer, S100 family proteins

## Abstract

Early ducts of breast tumors are unequivocally acidic. High rates of glycolysis combined with poor perfusion lead to a congestion of acidic metabolites in the tumor microenvironment, and pre-malignant cells must adapt to this acidosis to thrive. Adaptation to acidosis selects cancer cells that can thrive in harsh conditions and are capable of outgrowing the normal or non-adapted neighbors. This selection is usually accompanied by phenotypic change. Epithelial mesenchymal transition (EMT) is one of the most important switches correlated to malignant tumor cell phenotype and has been shown to be induced by tumor acidosis. New evidence shows that the EMT switch is not a binary system and occurs on a spectrum of transition states. During confirmation of the EMT phenotype, our results demonstrated a partial EMT phenotype in our acid-adapted cell population. Using RNA sequencing and network analysis we found 10 dysregulated network motifs in acid-adapted breast cancer cells playing a role in EMT. Our further integrative analysis of RNA sequencing and SILAC proteomics resulted in recognition of S100B and S100A6 proteins at both the RNA and protein level. Higher expression of S100B and S100A6 was validated *in vitro* by Immunocytochemistry. We further validated our finding both *in vitro* and in patients' samples by IHC analysis of Tissue Microarray (TMA). Correlation analysis of S100A6 and LAMP2b as marker of acidosis in each patient from Moffitt TMA approved the acid related role of S100A6 in breast cancer patients. Also, DCIS patients with higher expression of S100A6 showed lower survival compared to lower expression. We propose essential roles of acid adaptation in cancer cells EMT process through S100 proteins such as S100A6 that can be used as therapeutic strategy targeting both acid-adapted and malignant phenotypes.

## Introduction

The principle driver of evolutionary processes is the concept of survival of the fittest. Those given populations that are the most well adapted to survive in an environment are the ones that will persist. In higher order organisms, the surviving populations are those that have a set of static traits that make them successful in a given environment. At a cellular selection level, organisms have the ability to acclimate to a given environment and alter their phenotype to be more successful in surviving. This ability to alter phenotype in order to acclimate to a given environment is particularly important in the context of cancer cell survival. In order for a cancerous cell population to persist, it must be able to adapt and evolve to maintain its' fitness within a given tumoral environment (1–3). Those cellular populations with the ability to more rapidly and efficiently adapt to the environment will have an advantage over the other cell populations when facing the challenges of a new or changing environment (4). Epithelial to mesenchymal transition (EMT) is one of the phenotypic switches that promote cancer progression, invasion and metastasis. EMT tests a cancer cells ability to efficiently change cellular states in response to changing conditions, also denoted as cellular plasticity, which also often referred to in the cancer stem cell model (5, 6). Although denoted as a transition, It has been recently observed that the EMT process is non-binary and occurs on a spectrum of transition states that can have the characteristics of both epithelial and mesenchymal phenotypes (7, 8). The transition to one of the intermediate states between epithelial and mesenchymal phenotype has been denoted partial EMT (pEMT), with cells expressing both markers of epithelial and mesenchymal cell status. pEMT states compared to complete EMT carry different migratory patterns during cancer metastasis (9, 10), and demonstrate the elevated plasticity of their epithelial progenitors (8). Another cause of EMT can be functional heterogeneity of cancer cells that is the result of genetic and epigenetic makeup as well as their interactions with the microenvironment. It has been recently shown that phenotypic heterogeneity is a dynamic reversible state of highly plastic cancer cells and their response to microenvironmental changes in GBM (11). Lately, there have been proposals for a strong connection between tumor plasticity and recreating intra-tumoral phenotypic heterogeneity (12) and also emphasizing the role of microenvironment in shaping spatial and temporal heterogeneity (13). It looks like the relationship between tumor cell plasticity, and intra-tumoral heterogeneity with emerging new phenotypes such as EMT or pEMT in everchanging cancer microenvironments is getting more attention and will be new area of research. It has been shown that growth factors, such as epidermal growth factor (EGF), transforming growth factor-β (TGF-β), and basic fibroblast growth factor (bFGF/FGF2) are also able to induce EMT (14, 15). It has also recently reported that tumor microenvironment conditions such as hypoxia and acidosis can induce EMT (16, 17).

Adenocarcinomas initiate and evolve within the hostile microenvironment of avascular ducts, which are characterized by acidosis, hypoxia, reactive oxygen species (ROS), and nutrient deprivation (18, 19). In particular, the acidic microenvironment of tumors strongly influences cancer progression and evolution. We have proposed that chronic acidosis induces genomic instability and selects for emergence of aggressive clones, leading to genomic diversity and increased tumor heterogeneity (20–24), a proximal cause of malignancy and resistance (25). Specifically, the acidified habitat imparts a Darwinian selection pressure that favors cells that adapt mechanisms to resist acid-mediated cell death. Further, the acidic microenvironment is also manifested in locally invasive cancers where it confers cancer cells a selective advantage over the stromal cells, leading them to invade to surrounding stroma. Indeed, an acidic microenvironment stimulates invasion and metastasis and also promotes remodeling of the extracellular matrix (ECM) (26–30). Further, acidosis promotes angiogenesis via the release of VEGF (31) and impairs immune surveillance (32, 33). Acid adaptation also pushes cancer cells toward a more aggressive phenotype through lysosomal redistribution (34) and plays a major role in subpopulation formation and evolution of solid tumors.

Integrative analysis has received a lot of attention lately in biology and cancer biology specifically, due to its nature of inter-validating data in different levels of biology such as genome, transcriptome, proteome, and metabolome (35). Different data integration approaches can help to combine various high throughput omics data to construct an integrative regulatory network. These networks can help to understand the molecular basis of carcinogenesis and provide a powerful framework for exploring new cancer biomarkers (36, 37). With the advancements in network inference and construction methods, network analysis, and interpretation approaches it is feasible now to explore authentic and accurate molecular signatures. Another advantage of such analysis is discovery of groups of co-regulated molecules as a sub-network biomarker for treatment, diagnosis or prognosis applications.

Expression profiling is a major key to unraveling gene expression patterns and the transcriptome. RNA sequencing is a next-generation sequencing (NGS) technology that sequences cDNA in order to provide accurate measurement of transcripts levels to define biological networks (38). Networks are the language of complex systems like biological systems. Biological networks are used widely to model biological interactions at the molecular level to understand biological processes particularly in the case of cancer (39). To assess biological networks different techniques have been developed; centrality analysis is one of them (40, 41). Centrality analysis ranks the nodes (genes in gene regulatory networks) based on their significance. In centrality analysis, adding topological parameters to biological data leads to sufficiently informative results that have been shown to be effective in exploring key signature molecules in biological processes (42). Such biological network analysis has been used in cancer biomarker discovery (43).

Here in, we studied the effect of acid adaptation on early stage breast cancer evolution using the MCF7 cancer cell line. We studied EMT phenotypic switches as regulators of acid adaptation using RNA sequencing data and gene regulatory network analysis and by integrating the results to SILAC proteomics data. For that reason, we compared acid-adapted MCF7 breast cancer cell line RNA profile to parental MCF7 cells. The differentially expressed genes in the acid-adapted cells were used to construct a gene regulatory network. This network was implemented to explore sub-network biomarkers related to EMT by a set of robust criteria. We then compared our findings with the SILAC proteomics results and found S100 family proteins such as S100A6 and S100B are abundant in both sets of omics data. We validated both S100B from RNA sequencing and S100A6 from proteomics data, by Immunocytochemistry (ICC). We further our validation using IHC of breast cancer patient TMAs with 160 biopsy cores. S100A6 expression was compared to LAMP2b as a biomarker of acidosis in solid tumors, and each core's LAMP2b expression was co-registered with S100A6 expression using Definiens tissue studio software analysis. The TMA co-registration analysis showed correlation of S100A6 with LAMP2b expression the most in early breast cancer stage, ductal carcinoma *in situ*, DCIS. Survival analysis of patients with different expression of S100A6 revealed correlation of high S100A6 expression with worse outcome in survival of breast cancer patients. When taken in total, we conclude that amongst many paths of EMT, S100 proteins play critical roles in acid-induced EMT that can be responsible for cancer progression and survival of cancer cells in their continuously changing microenvironments.

## Materials and Methods

### Cell Culture and Acid Adaptation *in vitro*

MCF7 cells were acquired from American Type Culture Collection (ATCC, Manassas, VA, 2007–2010) and were grown in DMEM-F12 (Life Technologies) with 10% fetal bovine serum (HyClone Laboratories) and 1% peniciline/stroptomycine added. Growth medium was buffered with 25 mmol l^−1^ each of PIPES and HEPES and the pH adjusted to 7.4 or 6.5. Cells were tested for mycoplasma contamination and authenticated using short tandem repeat DNA typing according to ATCC's. To achieve acid adaptation, cells were chronically cultured and passaged directly in pH 6.5 medium for ~2 months. Chronic low-pH-adapted cells underwent at least 20 passages.

### RNA Sequencing

RNA sequencing was performed on MCF7 and acid-adapted MCF7 cells using the NuGen Ovation Encore Complete RNAseq kit, which generates strand-specific total RNAseq libraries (Nugen, Inc., San Carlos, CA). Following quality control screening on the NanoDrop to assess 260/230 and 260/280 ratios, the samples were screened on the Agilent BioAnalyzer RNA Nano chip to generate an RNA Integrity Number (RIN) (Agilent Technologies, Santa Clara, CA). Hundred nanogram of DNase-treated total RNA was then used to generate double-stranded cDNA, which was initiated with selective random priming allowing for the sequencing of total RNA, while avoiding rRNA and mitochondrial transcripts. After primer annealing at 65°C for 5 min, a first strand cDNA synthesis reaction was performed at 40°C for 30 min using kit-supplied reverse transcription reagents. Second strand cDNA synthesis was performed in a 70 μl reaction volume at 16°C for 1 h and the reaction was stopped by adding 45 μl of stop solution. The double-stranded cDNA was then fragmented to ~200 bp with the Covaris M220 sonicator (Covaris, Inc., Woburn, MA), followed by purification with Agencourt RNAClean XP (Beckman Coulter Life Sciences, Indianapolis, IN). The fragmented DNA was suspended in 10 μl of water and end repair was performed in a 13 μl for 30 min at 25°C, followed by a heat inactivation of 70°C for 10 min. Sample-specific indexed adapter was ligated to the end-repaired DNA for 30 min at 25°C, followed by a two-step strand selection process with an intervening 1.8X volume RNAClean XP bead purification. 13 cycles of library amplification and a 1.2x volume RNAClean XP purification of the strand-selected library was performed, followed by resuspension of the library DNA in 30 μl of RNase-free water. Final libraries were screened for library fragment size distribution using an Agilent BioAnalyzer High sensitive DNA Chip. Libraries were then quantitated using the Kapa Library Quantification Kit (Roche Sequencing, Pleasanton, CA), normalized to 4 nM, and were sequenced on an Illumina NextSeq 500 150-cycle high-output flow cell in order to generate ~40 million paired-end reads of 75-base per sample (Illumina, Inc., San Diego, CA) (44).

### RNA Sequencing Data Processing and Analysis

The RNA-seq data analysis workflow has been provided schematically in Supplementary Figure 1. Raw reads were quality-filtered to obtain clear data via removal of adaptor sequences, ambiguous or low-quality reads and reads with more than 5% N, using FastQC version 0.11.8 (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) and Trimmomatic version 0.39) (45). Then clean reads were aligned to the reference genome (GRCh37) using HISAT2 version 2.1.0 (46). Finally, the read count values for aligned sequences of genes were computed to represent the expression levels of genes using HTSeq version 11.1 (47). Differentially expressed genes (DEGs) between two groups were explored using R (48) package DESeq2 version1.24.0 (49).

Genes with *p*-value <0.05 were selected as differentially expressed Genes. Benjamini-Hochberg (BH) multiple testing correction was applied on results.

## Proteomics

### SILAC Labeling

Acid-adapted and naive cells were labeled by SILAC. Cells were cultured in heavy SILAC media (Δ6-lysine and Δ10-arginine) for eight doubling time of MCF7. Extent of labeling was determined by LC–MS/MS analysis of tryptic peptides from labeled samples to ensure >90% labeling.

### Lysis and Digestion

Cells were lysed by sonication in a buffer of 50% trifluoroethanol and 50 mM ammonium bicarbonate, pH 8.0, and protein was measured by the Bradford method. Protein from heavy- and light-labeled cells was combined in equal amounts, and lysis buffer was added to bring the final volume to 200 μl. The combined protein was reduced with 100 μl of 40 mM TCEP/100 mM dithiothreitol for 1 h at 37°C. Proteins were alkylated with 100 μl of 200 mM iodoacetamide for 30 min in the dark at ambient temperature. The volume of the reduced and alkylated sample was brought to 1 ml with 50 mM ammonium bicarbonate, pH 8.0. Trypsin was added at a ratio of 1:50 and samples were digested at 37°C overnight. Digests were frozen at −80°C and lyophilized. Dried peptides were resuspended in HPLC water with 0.1% TFA and desalted on 100-mg Thermo hypersep C18 columns. Eluted peptides were dried in a Speed-Vac and resuspended in HPLC water for isoelectric focusing fractionation.

### Isoelectric Focusing Fractionation

Tryptic peptides were fractionated using a narrow-pH-range fractionation strategy. At the end of the isoelectric focusing programme, strips were manually cut into 20 fractions. Peptides were extracted and samples were combined in the following manner to achieve 15 fractions for LC–MS/MS analysis: (anode end) samples 1–2, 3–4, 5–6, 7–8, and 9–10 were combined to make five fractions, samples 11–20 were left as individual fractions.

### LC–MS/MS

Samples were analyzed as duplicate injections for each fraction. A nano-flow ultra-high performance liquid chromatograph (RSLC, Dionex, Sunnyvale, CA) coupled to an electrospray ion trap mass spectrometer (LTQ-Orbitrap, Thermo Scientific, San Jose, CA) was used for tandem MS peptide-sequencing experiments. The sample was first loaded onto a pre-column (2 cm × 75 μm ID packed with C18 reversed-phase resin, 5 μm particle size, 100 Å pore size) and washed for 8 min with aqueous 2% acetonitrile and 0.04% trifluoroacetic acid. The trapped peptides were eluted onto the analytical column (C18 Pepmap 100, 75 μm × 50 cm ID, Dionex). The 120-min gradient was programmed as: 95% solvent A (2% acetonitrile + 0.1% formic acid) for 8 min, solvent B (90% acetonitrile + 0.1% formic acid) from 5 to 15% in 5 min, 15 to 40% in 85 min, then solvent B from 50 to 90% B in 7 min and held at 90% for 5 min, followed by solvent B from 90 to 5% in 1 min and re-equilibration for 10 min. The flow rate on the analytical column was 300 nl min^−1^. Ten tandem mass spectra were collected in a data-dependent manner following each survey scan. The MS scans were performed in the Orbitrap to obtain accurate peptide mass measurements, and the MS/MS scans were performed in the linear ion trap using a 60-s exclusion for previously sampled peptide peaks. Mascot (www.matrixscience.com) searches were performed against the UniProt human database downloaded on 11 July 11 2012. Two missed tryptic cleavages were allowed, the precursor mass tolerance was 1.2 Da to accommodate selection of different isotopes of the peptide precursor. MS/MS mass tolerance was 0.6 Da. Dynamic modifications included carbamidomethylation (Cys), oxidation (Met), heavy lysine (Δ6) and heavy arginine (Δ10).

Quantification of differences in protein expression between SILAC-labeled samples was performed as described using MaxQuant. Results were filtered to require a posterior error probability (PEP) score < 0.05 and summed intensity > 0. Candidates were selected among proteins that consistently showed at least a 1.5-fold increase under low-pH conditions across label-flipping experiments.

#### Network Construction

The STRING database is a valuable resource for the exploration and analysis of functional gene/protein interactions (50). STRING database was used to find conserved experimentally validated gene-gene interaction networks for the explored DEGs. Since STRING builds protein-protein interaction (PPI) networks thereby our network was constructed upon coding RNAs.

#### Motif Exploring and Motif Ranking

Networks consist of smaller and repetitive structural units which are called motifs. Network motifs can be described as recurring circuits of interactions from which the networks are made (51). Motifs have important roles in biological networks and suggested that they accomplish overriding functions in biological networks. In this study, Cytoscape (52) NetMatchStar plugin (53) was used to find 3-node 3-edge network motifs in the gene regulatory network which retrieved from STRING database.

In order to further our network analysis, multiple topological and biological parameters were determined and used. Log2 fold change of differentially expressed genes associated in the gene regulatory network (Supplementary Table 1), association of network's genes with biological processes involved in EMT (based on explored GOBP terms related to EMT) (Supplementary Table 2) and gene prioritization score (Supplementary Table 3) which were obtained from Cytoscape GPEC (54) plugin (54), were considered as biological parameters. Betweenness centrality and node degree are two network topological parameters (Supplementary Table 4) which obtained using Cytoscape (52) NetworkAnalyzer (55) plugin and were considered besides biological parameters for network's robust motif ranking. Node degree indicates the number of connected edges to each node and betweenness centrality shows the control level of a node over interactions of other nodes in a network. This centrality parameter prefers the nodes that allow to connect non-directly connected clusters of a network.

The next step was to find the most important motifs in the network. For this purpose, a ranking scheme (56) was performed based on a multi objective weighting function. This scheme is based on parameters which we gathered before: (i) Topological parameters, node degree and betweenness centrality, (ii) the presence of motif genes in EMT related biological pathways (see “Discussion” for more detail), (iii) the gene prioritization score obtained from Cytoscape GPEC plugin (54), (iv) acid-adapted MCF7 cell lines gene expression log2 fold-changes (based on differential expression analysis of acid-adapted MCF7 cell lines vs. non-adapted cell lines). Using this weighted multi-objective function in Equation 1, the motif ranking was performed.

$$\begin{array}{l} GS_{ij}=\;\frac{w_{1j}}{2}.\frac{{\langle nD\rangle }_{i}}{max\left(nD\right)}+\frac{w_{1j}}{2}.\frac{{\langle nB\rangle }_{i}}{max\left(nB\right)}+w_{2j}.\frac{{\langle PP\rangle }_{i}}{max\left(PP\right)}\\ \;+w_{3j}.\frac{{\langle GPS\rangle }_{i}}{max\left(GPS\right)}+w{\;}_{4j}.\frac{{\langle \left|LFC\right|\rangle }_{i}}{max\left(LFC\right)} \end{array}$$

*GS*_*ij*_ is the ranking score for each motif (*i* = 1… *n*) in different weighting scheme (*j* = 1… 13) as said in Table 1. Different weighting values including w_1j_ to w_4j_ are used to strike importance of used factors, <nD>_i_: average node degree for motif's node, <nB>_i_: average betweenness centrality of each node in a motif, <PP>_i_: number of genes in a motif involved in EMT related pathways, <GPS>_i_: average gene prioritization score obtained from GPEC, <|LFC|>_i_: average absolute log2 fold change for each motif.

**Table 1:** Weighting scenarios for motif ranking.

**Sets**	**w_**1**_**	**w_**2**_**	**w_**3**_**	**w_**4**_**
Set 1	1	0	0	0
	0	0	1	0
	0	0	0	1
Set 2	1.4	0	0	3.4
	0	1.4	0	3.4
	0	0	1.4	3.4
Set 3	1.8	1.8	0	3.4
	1.8	0	1.8	3.4
	0	1.8	1.8	3.4
Set 4	1.16	1.16	1.8	3.4
	1.16	1.8	1.16	3.4
	1.8	1.16	1.16	3.4
Set 5	1.4	1.4	1.4	1.4

Five different sets of weighting scenarios including 13 different weighting schemes were applied (Table 1) to remove biasness between used parameters in motif prioritization. Each set pays more attention to specific parameters in Equation (1). In the first set, only one parameter is more important for ranking. In the sets 2–4, two, three and four parameters are important, respectively, and constantly have higher weights to the absolute LFC of the motif to explore phenotype-specific top ranked motifs. In the fifth set, equal weights allocated to all the parameters. This weighting scheme leads to 13 ranking score for each motif. After removing duplicated motifs, we selected the top 10 motifs from each weighting scenario for further analysis (Supplementary Table 5).

## Proteomics and Transcriptomics Integrative Data Analysis

Integrative proteomics and transcriptomics data analysis was performed in roder to ensure about consistency of proteomic and transcriptomic data regarding explored motifs. In this regard 19 differentially expressed genes of the top 10 explored motifs cross referenced with SILAC proteomics data (DCIS and MCF7 cell lines) to see which of the following transcriptomes are alternatively translated in the proteomics level.

## Examining Survival and Gene Alteration Changes

cBioportal.org was used to examine the survival and gene alteration changes in breast cancer patient samples. For non-invasive breast cancer sample data, the set from Razavi et al. (57) was used, and for invasive breast cancer sample data the set from Curtis et al. (58) was used.

## Immunofluorescence

Cells cultured at pH 6.5 chronically and pH 7.4 of with the same passage were rinsed with PBS, fixed in cold Methanol:Acetone (1:1) for 10 min and then blocked with 4% bovine serum albumin in PBS for 1 h. Samples were incubated with primary antibody of S100B and S100A6(1:100) and secondary Alexa-Fluor 488 antirabbit (1:500) antibody) for 1 h in room temperature. Coverslips were mounted using ProLong Gold Antifade Reagent (Life Technologies) and images were captured with a Leica TCS SP5 (Leica) confocal microscope.

## Immunohistochemistry

For human tissues, a TMA containing formalin-fixed and paraffin-embedded human breast tissue specimens was constructed in Moffitt Cancer Center histology core. The TMA contains 27 normal breast tissue, 30 DCIS, 48 invasive ductal carcinomas without metastasis, 49 invasive ductal carcinomas with metastasis and 48 lymph node macro-metastases of breast cancer. Cores were selected from viable tumor regions and did not contain necrosis. A 1:400 dilution of anti-LAMP2 (#ab18529, Abcam), anti-S100A6 antibody (Prestige Antibodies Powered by Atlas Antibodies, Sigma-Aldrich) and anti S100 protein were used as primary antibodies. Positive and negative controls were used. Normal placenta was used as a positive control for LAMP2, normal breast was used as a positive control for S100 and normal kidney was used as a positive control for S100A6. For the negative control, an adjacent section of the same tissue was stained without application of primary antibody, and any stain pattern observed was considered as non-specific binding of the secondary.

Immunohistochemical analysis was conducted using digitally scanning slides and scoring by three independent reviewers. The scoring method used by the pathologist reviewer to determine (1) the degree of positivity scored the positivity of each sample ranged from 0 to 3 and were derived from the product of staining intensity (0–3^+^). A zero score was considered negative, score 1 was weak positive, score 2 was moderate positive, and score 3 was strong positive (2). The percentage of positive tumors stained (on a scale of 0–3).

## Statistical Analysis

Statistical analysis and estimation of correlations in this study were performed using GraphPad Prism v.6. Correlation significance calculated by Pearson correlation. The *p*-values reported for survival analysis measured by cox regression hazard ratio and log rank tests. All paired tests were performed by Student's *t*-test.

## Results

### RNA Sequencing of Acid-Adapted and Non-adapted MCF7 Cells Unravels the EMT Mechanism of Breast Cancer Cells

In order to study the effects of acidosis on EMT of breast cancer cells at early stages such as ductal carcinoma *in situ* (DCIS) we first probed the effect of chronic acid adaptation on EMT status of MCF7 breast cancer cell line using quantitative reverse transcription-polymerase chain reaction (qRT-PCR) (Figure 1A) and Immunofluorescent (IF) (Figure 1B) techniques. Acid adaptation showed some of the epithelial to mesenchymal phenotypes such as high expression of Vimentin or loss of membrane β-catenin and ZO-1 and didn't show some other's such as loss of E-Cadherins (Figures 1A,B). So, we concluded acid adaptation is a path to complete EMT and the status we observed can be explained as partial EMT induced by acid adaptation that can be completed by further adaptation to acid or other microenvironmental conditions (Figures 1A,B). The partial EMT is reported in other publications and referred as a measure of plasticity (8, 10). 

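MCF7 is an established human breast cancer cell line of the luminal, estrogen receptor positive type. Total RNA was sequenced from 2 samples of acid-adapted MCF7 cells (AA MCF7), kept in medium of pH 6.5, and from 2 samples of non-adapted MCF7 cells (NA MCF7), kept at pH 7.4. The methods give an adaptation of about 2 months with at least 20 passages, and the sample labels give at least 3 months. The methods name a high-output sequencing run and the labels a mid-output run. No source used here says that the 2 samples of a group were separate cultures, so the p-values measure only the spread between these samples, which may be technical. The 4 samples did not hold copies of each other, since the counts of both pairs of replicates differed by far more than sampling noise (chi-square of 10.4 per RefSeq record between the AA MCF7 samples and 109 between the NA MCF7 samples). The library kit makes strand-specific total RNA libraries with primers chosen to avoid ribosomal and mitochondrial transcripts. The authors trimmed the reads, aligned them to GRCh37 with HISAT2 and counted them with HTSeq. The deposited values are raw counts per RefSeq record, where a record is 1 transcript of a gene, and the files list 153726 records. Reads that lay on several records were set aside as ambiguous, and reads with several alignments were not counted. The counts inside records were 6372371 and 4724951 in AA MCF7 and 7092222 and 6299995 in NA MCF7, which is 9.95% to 11.06% of the total of each file. Ambiguous reads made up 16.26% and 16.44% of the file totals in AA MCF7 and 21.67% and 21.06% in NA MCF7, and reads with several alignments 50.25% and 48.22% against 42.43% and 34.72%. A read with several alignments may be listed more than once, so these are not shares of the sequenced reads. Mitochondrial transcripts held 41.2% and 42.0% of the counts inside records in AA MCF7 and 36.0% and 36.3% in NA MCF7. A gene whose transcripts overlap, or that overlaps another gene, therefore loses the reads on the shared parts and can be left with few or no counts whatever its level. Vimentin (VIM), β-catenin (CTNNB1), ZO-1 (TJP1), ZEB1 and β-tubulin (TUBB) had 0 counts in all 4 samples, and a 0 of this kind does not show that the RNA was absent. Records were tested with edgeR's quasi-likelihood test after TMM normalization, for the 8058 records that passed edgeR's filter on low counts, with Benjamini-Hochberg adjustment. Each gene is represented by its record with the highest mean count over the 4 samples. Levels are TMM-normalized counts scaled to a common library size (CPM, from edgeR's cpm function), and gene positions are from the GENCODE annotation on GRCh37. Where a group had no count at all, a fold change is a lower bound against 3 counts over the group. Where a group had 1 to 3 counts, the ratio of the counts is given with its exact 95% interval. Such bounds and intervals cover counting error only. Standard errors were derived from edgeR's log2 fold change and test statistic.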

Then we carried out sequencing of RNA on a paired sample of MCF7 cells and its acid-adapted counterpart. MCF7 cells are ER, PR, and HER2 positive with many phenotypes of early neoplastic cells such as slow metabolism, and low rate of glycolysis and Warburg phenotype that makes them a proper model of studying acidosis at early stages of breast cancer (27, 59). They are also tumorigenic but not metastatic i.e., injection of MCF7 into immunodeficient mice will result in tumor growth but not metastasis. For RNA extraction we used acid-adapted and non-adapted MCF7 (parental) at the same passage number with similar growth rate at the time of experiment. We identified 1,928 differentially expressed genes in acid-adapted MCF7 cells compared to non-adapted MCF7 (Supplementary Table 1). 

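In AA MCF7, 877 RefSeq records were higher and 1039 were lower than in NA MCF7, at an adjusted p under 0.05 from edgeR's quasi-likelihood test. Among the genes with the lowest p-values, the Wnt antagonist SFRP1 (chromosome 8, 41119481 to 41166992) stood at 1840 ± 187 CPM (SD, n = 2) in AA MCF7 and 0.185 ± 0.262 CPM (SD, n = 2) in NA MCF7. Fibroblast growth factor 2 (FGF2) was at least 1470-fold higher, the calcium sensor VSNL1 at least 1850-fold and the glutathione transferase GSTP1 at least 1750-fold, each with no count in either NA MCF7 sample. The transcription factor SOX9 was 32.8-fold higher (log2 fold change 5.04, standard error 0.23) and the laminin chain gene LAMC2 33.8-fold higher (log2 fold change 5.08, standard error 0.21). In the other direction, keratin 19 (KRT19; chromosome 17, 39679869 to 39684560) stood at 12.8 ± 2.12 CPM (SD, n = 2) in AA MCF7 and 4130 ± 1330 CPM (SD, n = 2) in NA MCF7. The elongation factor gene EEF1A2 was 3080-fold lower (log2 fold change -11.59, standard error 0.33). The estrogen receptor gene ESR1 was 87.5-fold lower, with 9 and 4 counts in AA MCF7 against 904 and 898 in NA MCF7. The small heat shock protein gene HSPB1 was 43.0-fold lower, the polarity gene PARD6B 24.4-fold and the transcription factor gene ZNF703 50.0-fold. The other genes with the lowest p-values were MIR100HG, S100A1, SH3TC2, PYGB, PRSS12 and MTRNR2L1 among those that rose, and CYBA, EMD, RHOBTB3, ZNF736, LINC00052 and LOC107986528 among those that fell. MTRNR2L1 resembles mitochondrial ribosomal RNA, so its reads may be shared with it. The adjusted p of these 24 genes lay between 0.000155 and 0.000538. Of the 1916 called records, 791 had no count in one of the groups. With an AA MCF7 sample left out, the spread comes from the NA MCF7 pair alone. With an NA MCF7 sample left out, it comes from the AA MCF7 pair alone, whose counts differed less, so calls gained that way are weak support. Without acid-adapted replicate 1, 544 records were higher and 632 lower, and without acid-adapted replicate 2, 581 and 656. Scaling by library size alone, in place of TMM, moved the median log2 fold change of all records by -0.40 and the share of calls that were higher from 45.8% (877 higher, 1039 lower) to 33.6% (709 higher, 1400 lower). A stricter filter, of at least 50 counts in at least 2 samples, gave 668 records lower.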

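The groups of genes below were listed before the count files were read. Part of the paper's results on these samples had been seen when the analysis was planned, so the lists may not be independent of them. The listed groups moved as follows. Of 20 measured luminal and estrogen receptor genes, 16 were lower in AA MCF7 and none was higher by edgeR (18 lower when adjusted over the list alone). The estrogen-induced gene GREB1 was at least 191-fold lower and the receptor tyrosine kinase gene RET at least 176-fold lower, both with no count in AA MCF7. Cyclin D1 (CCND1) fell from 4920 ± 949 to 1480 ± 2.12 CPM (SD, n = 2 each). The camera test of this list gave an adjusted p of 2.21e-17 on the edgeR fit and an adjusted p = 0.0918 with an estimated correlation. With so few samples the second form has few residual degrees of freedom, here and for the lists below, and can hardly pass. Of 19 measured genes of basal breast epithelium, 16 were higher and none was lower by edgeR (16 higher when adjusted over the list alone). Among members that the filter on low counts left out, LAMA3 had no count in AA MCF7 and 34 and 6 in NA MCF7. CD44 went the other way, with 7 and 14 counts against 0 and 3, as did KLK5, with 14 and 1 against none. The desmosomal cadherin gene DSG3 was at least 528-fold higher, and the basal keratins KRT16 and KRT17 were 45.7-fold and 93.4-fold higher. Its camera adjusted p was 3.07e-22, and the adjusted p = 0.0918 with an estimated correlation. No luminal gene was higher and no basal gene was lower at an unadjusted p under 0.05 either, which gave a count of 0 for both, and DESeq2 and limma-voom also gave 0. In part this was fixed in advance. In AA MCF7, 6 measured luminal genes had no count, and in NA MCF7, 6 measured basal genes had none. These passed the filter only through the other group and could not have gone the other way. Of 9 measured genes of MHC class I antigen presentation, 6 were higher, among them HLA-B at 152-fold and HLA-C at 13.0-fold, and none was lower by edgeR (8 higher when adjusted over the list alone, 0 lower at an unadjusted p under 0.05, and 0 by DESeq2 and limma-voom). HLA genes share sequence with each other, so their counts are uncertain. HLA-A, CALR and PDIA3 of this list are also among the motif genes that the study chose on the same samples. For this list the camera adjusted p was 5.20e-09, and the adjusted p = 0.0927 with an estimated correlation. Of 7 measured ERBB receptors and ligands, the ligand genes EREG (144-fold), HBEGF (29.6-fold), EPGN and NRG2 and the receptor gene EGFR were higher, while AREG (3.96-fold) and ERBB3 were lower, the same 5 and 2 when adjusted over the list alone. Its camera adjusted p was 1.18e-05, and the adjusted p = 0.0927 with an estimated correlation. EGFR and ERBB3 are also among the motif genes chosen by the study. Of 6 measured cholesterol synthesis genes, SQLE (9.95-fold), EBP (3.84-fold) and CYP51A1 were lower (3 when adjusted over the list alone), and the camera adjusted p of 0.0753 did not pass. CYP51A1 had no count in AA MCF7 and 16 and 13 in NA MCF7, and its call was lost by DESeq2, with no filter on low counts, and without acid-adapted replicate 1, acid-adapted replicate 2 or non-adapted replicate 2. The call of AREG was lost by limma-voom and without acid-adapted replicate 1 or acid-adapted replicate 2. Of 22 listed glycolysis genes, 8 were measured. The glucose transporter gene SLC2A1 was 4.66-fold higher and the other 7 did not pass (1 higher when adjusted over the list alone, camera adjusted p = 0.647 on the edgeR fit). Most of the list was not measured, so this does not show that the pathway was unchanged. Of 27 markers of non-epithelial cells, 1 was measured, the endothelial receptor gene KDR, with an adjusted p of 0.327.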

Using STRING database, a regulatory interaction network based on experimentally validated interactions was plotted. The constructed network was replotted in Cytoscape software for better visualization (Supplementary Figure 2). 

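Of 16 measured mesenchymal markers, 11 were higher in AA MCF7 and none was lower by edgeR (13 higher when adjusted over the list alone). In NA MCF7, 3 of the 16 had no count, so they could not have been lower. Markers that the filter on low counts left out are not in this count. Among them, COL3A1 had no count in AA MCF7 and 10 and 66 in NA MCF7, and MMP9 none against 16 and 3. CDH2, given below, went the other way. The actin-bundling protein gene FSCN1 rose from 25.7 ± 9.42 to 612 ± 41.8 CPM (SD, n = 2 each), a log2 fold change of 4.57 (standard error 0.32, adjusted p = 0.000715 from edgeR's quasi-likelihood test). The membrane metalloproteinase gene MMP14 rose from 0.247 ± 0.349 to 104 ± 0.919 CPM, the collagen gene COL4A2 from 1.11 ± 1.39 to 653 ± 64.6 CPM and the plasminogen activator inhibitor gene SERPINE1 from 1.86 ± 0.534 to 58.7 ± 17.8 CPM (SD, n = 2 each). Of 15 measured epithelial markers, 5 were lower, 2 were higher and 8 did not pass (the same 5 and 2 when adjusted over the list alone). Besides KRT19, those that fell were the tight junction gene CLDN3 (from 431 ± 93.1 to 1.91 ± 2.19 CPM; SD, n = 2 each), the splicing regulator gene ESRP2 (4.25-fold), the desmosomal gene DSP and the transcription factor gene GRHL2. The membrane protease gene ST14 was 2.14-fold higher and the junction gene F11R was also higher. The epithelial adhesion gene EPCAM stood at 1380 ± 64.9 CPM in AA MCF7 and 1850 ± 446 CPM in NA MCF7 (SD, n = 2 each), with an adjusted p of 0.228 from edgeR, and was called lower with library size alone and without non-adapted replicate 2. Among the transcription factors of EMT, TWIST1 (chromosome 7, 19060614 to 19157259) had 122 and 107 counts in AA MCF7 and 12 and 0 in NA MCF7 (log2 fold change 4.95, standard error 1.11, adjusted p = 0.0293 from edgeR). SNAI2 had 70 and 96 counts against 0 and 13 (adjusted p = 0.0541 from edgeR), and SNAI1 had 1 and 6 counts against 40 and 20 (adjusted p = 0.271 from edgeR). N-cadherin (CDH2) had 9 and 5 counts over its records in AA MCF7 and none in NA MCF7, and E-cadherin (CDH1) had 3 counts in 1 AA MCF7 sample, too few for a test. The camera test on the edgeR fit gave an adjusted p of 3.13e-12 for the mesenchymal list and an adjusted p = 0.0922 with an estimated correlation. For the epithelial list it gave an adjusted p of 0.0958 toward lower levels, while the median log2 fold change of its members was 0.36, and the adjusted p = 0.291 with an estimated correlation. Without acid-adapted replicate 1 or acid-adapted replicate 2, no epithelial marker was higher and 3 were lower by edgeR, and limma-voom called 2 lower. TWIST1 did not pass with DESeq2, and ESRP2 did not pass with limma-voom or without acid-adapted replicate 1 or non-adapted replicate 2. SNAI2 passed with upper-quartile scaling, with no filter, with the stricter filter and without acid-adapted replicate 1, non-adapted replicate 1 or non-adapted replicate 2. DESeq2 called 1 mesenchymal marker lower, and edgeR 2 without non-adapted replicate 1, where edgeR called 0 with all samples, with 0 at an unadjusted p under 0.05 and 0 by limma-voom. In the same samples, most measured luminal genes were lower and most measured basal genes were higher. Of 14 measured genes of the 17q23 and 20q13 regions, which are present in extra copies in MCF7, 13 were also lower. Whether these changes arose within the same cells cannot be told from RNA levels. The paper, which had explained the marker RNA and protein in Figures 1A,B as a partial EMT, takes the presence of markers of both kinds in the RNA sequencing as further evidence of that state (Figure 1C).

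**Figure D1:**
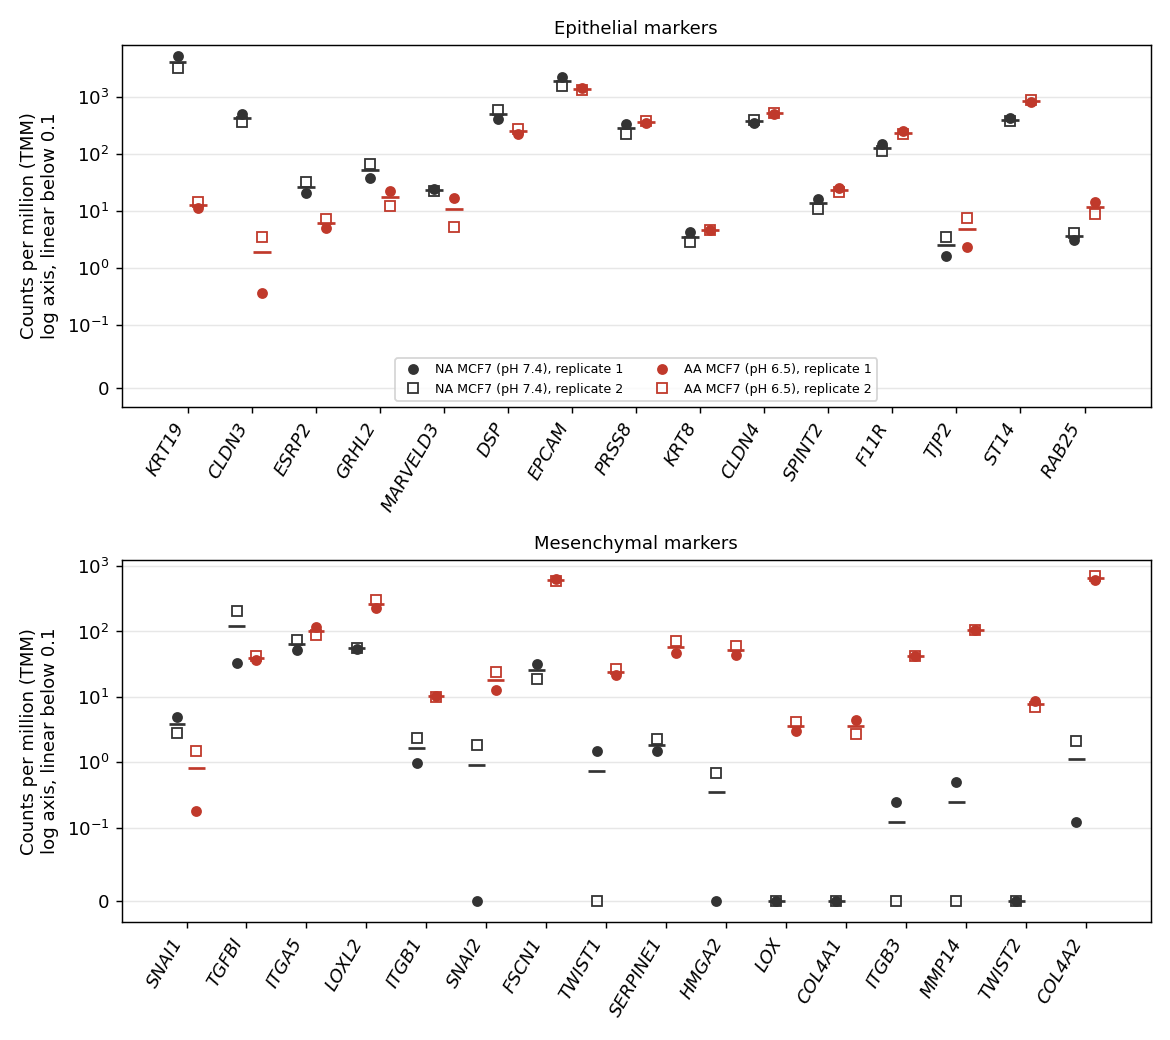
TMM-normalized counts (CPM; log axis, linear below 0.1) of the 15 measured epithelial markers and the 16 measured mesenchymal markers, in order of their log2 fold change. Filled and open symbols are replicates 1 and 2, red for AA MCF7 and black for NA MCF7, and short lines are means of 2 samples. KRT19 and CLDN3 lie far lower in AA MCF7, EPCAM and CLDN4 lie close together in both groups, and FSCN1, MMP14 and COL4A2 lie far higher in AA MCF7.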

Then we searched for EMT related markers in the RNA sequencing data and found that acid adapted cells show some of epithelial markers and some of the mesenchymal markers validating the partial EMT statues of acid adapted cells (Figure 1C).

**Figure 1:**
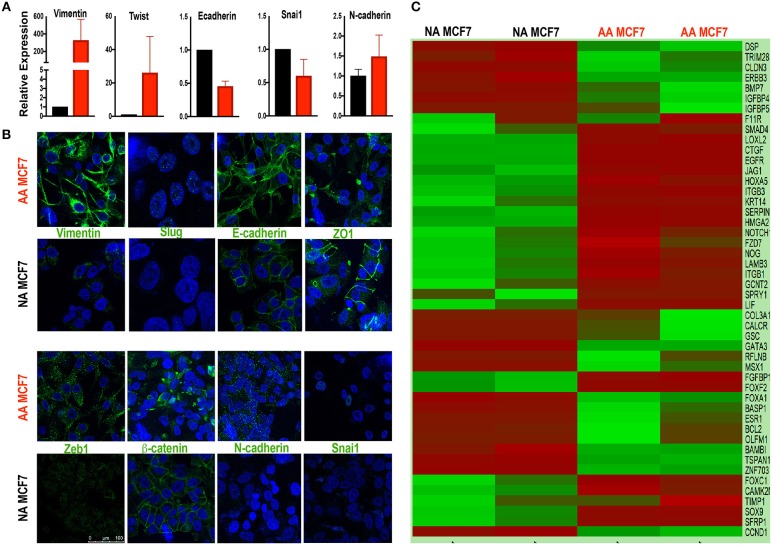
Acid adapted cells show partial EMT phenotype. **(A)** q-RT-PCR-analysis and **(B)** IF of EMT marker at RNA and protein level respectively show both markers of epithelial and mesenchymal phenotype are present in acid adapted cells confirming their transient EMT phenotype. **(C)** Analysis of RNA sequencing shows a mixed epithelial and mesenchymal markers. Heatmap plot for EMT related deferentially expressed genes in AA-MCF7 compared to MCF7. Each row represents a gene and each columns stands for a sample. Cells color is correlated to gene count in the corresponding sample. Color code for gene count: red, high expression; green, low expression.

#### Gene Regulatory Network

To obtain an interaction network, an effort to unravel the regulatory core related to EMT under the influence of acidosis was made through identifying and ranking 3-node and 3-edge motifs (Figure 2A). To this end, *n* = 3,320 three member motifs were identified in the network using Cytoscape NetMatchStar plugin. In order to take the significance of motifs in cellular EMT into account, GOBO terms related to EMT were explored. Then for motif ranking scheme a factor was considered for each motif based on the membership of its genes in these terms. In order to place more emphasis on EMT Cytoscape GPEC plugin was used for gene prioritization based on explored GOBP terms. It works based on a random walk with restart algorithm. GPEC helps to rank genes based on their association with specific diseases or biological pathways (EMT in our case) The obtained scores were considered as another weight in scoring function (60). The log fold change, node degree and betweenness centrality were used in the scoring function as well. Using these factors in the scoring function the explored motifs were prioritized and ranked. The top 10 ranking motifs (Figure 2B) were selected for enrichment analysis toward EMT and acid adaptation. These motifs consist of 19 unique genes. Merging of these top ranked motifs leads to construct the underlying core subnetwork of the genes that were affected by acidosis and are related to EMT, differentiation and invasion of the tumor cells (Figure 2C).

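Of the 19 motif genes, 14 were higher in AA MCF7, 2 were lower and 3 did not pass the test (17 higher and 2 lower when adjusted over the list alone). The study chose these genes on the same samples, so the counts are not independent evidence of their direction. The epidermal growth factor receptor gene EGFR (chromosome 7, 55086710 to 55279321) rose from 11.8 ± 0.94 to 411 ± 86.6 CPM (SD, n = 2 each), a log2 fold change of 5.12 (standard error 0.27, adjusted p = 0.000335 from edgeR's quasi-likelihood test). Its motif partner PIK3R1, a regulatory subunit of PI3 kinase, was 16.5-fold higher, whereas ERBB3 was 3.17-fold lower, at 200 ± 46.3 CPM in AA MCF7 and 634 ± 60.7 CPM in NA MCF7 (SD, n = 2 each). The genes of endoplasmic reticulum proteins rose: RCN1, a calcium-binding protein, from 37.0 ± 25.5 to 1500 ± 50.6 CPM, the chaperone gene HSP90B1 from 715 ± 39.5 to 3710 ± 5.95 CPM, the disulfide isomerase gene PDIA3 from 556 ± 87.3 to 2320 ± 101 CPM and the calreticulin gene CALR from 1040 ± 210 to 2750 ± 48.4 CPM (SD, n = 2 each). P4HB, another disulfide isomerase, stood at 5960 ± 46.5 CPM in AA MCF7 and 3500 ± 940 CPM in NA MCF7 (SD, n = 2 each), with an adjusted p of 0.0511 from edgeR. Over the whole list of endoplasmic reticulum chaperones and unfolded protein response genes, 8 of 13 measured genes were higher and none was lower by edgeR (9 higher when adjusted over the list alone, 0 lower at an unadjusted p under 0.05 and by DESeq2 and limma-voom). They include the chaperone gene HSPA5 (5.05-fold) and the oxidase gene ERO1B (26.9-fold). CALR, HSP90B1, PDIA3, RCN1 and P4HB of this list are themselves motif genes chosen on the same samples. The camera adjusted p of this list was 4.61e-08, and the adjusted p = 0.144 with an estimated correlation. In the Notch motif, NOTCH1 was 3.51-fold higher and its coactivator MAML1 1.87-fold lower, and MAML2 had 81 and 163 counts in AA MCF7 against 4 and 0. HLA-A, an antigen-presenting protein gene that shares sequence with other HLA genes, was 11.5-fold higher. In the ribosomal motif, RPS6 was 2.30-fold higher, GSPT2 had 30 and 8 counts against 0 and 1 (adjusted p = 0.0512 from edgeR), and RPS29 depends on the transcript. Its record with the highest mean count, NM_001032.4, had a log2 fold change of 0.60 (standard error 0.22, adjusted p = 0.112 from edgeR), and the less abundant NM_001030001.2 had one of 2.10 (standard error 0.38, adjusted p = 0.0158). The calls of RPS6 and MAML1 were lost without acid-adapted replicate 1 or acid-adapted replicate 2, that of MAML1 also with limma-voom, and that of NOTCH1 without acid-adapted replicate 1. Their log2 fold changes were then 1.15 and 1.18 for RPS6, -1.08 and -0.81 for MAML1 and 1.71 for NOTCH1, with the spread taken from the NA MCF7 pair alone. P4HB and GSPT2 passed with DESeq2, upper-quartile scaling, records summed per gene and curated records only, among other settings. RPS29 passed with its records summed, and NM_001032.4 passed with the stricter filter and without non-adapted replicate 2. Over the 19 genes the camera adjusted p was 1.56e-14, and the adjusted p = 0.0922 with an estimated correlation.

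**Figure D2:**
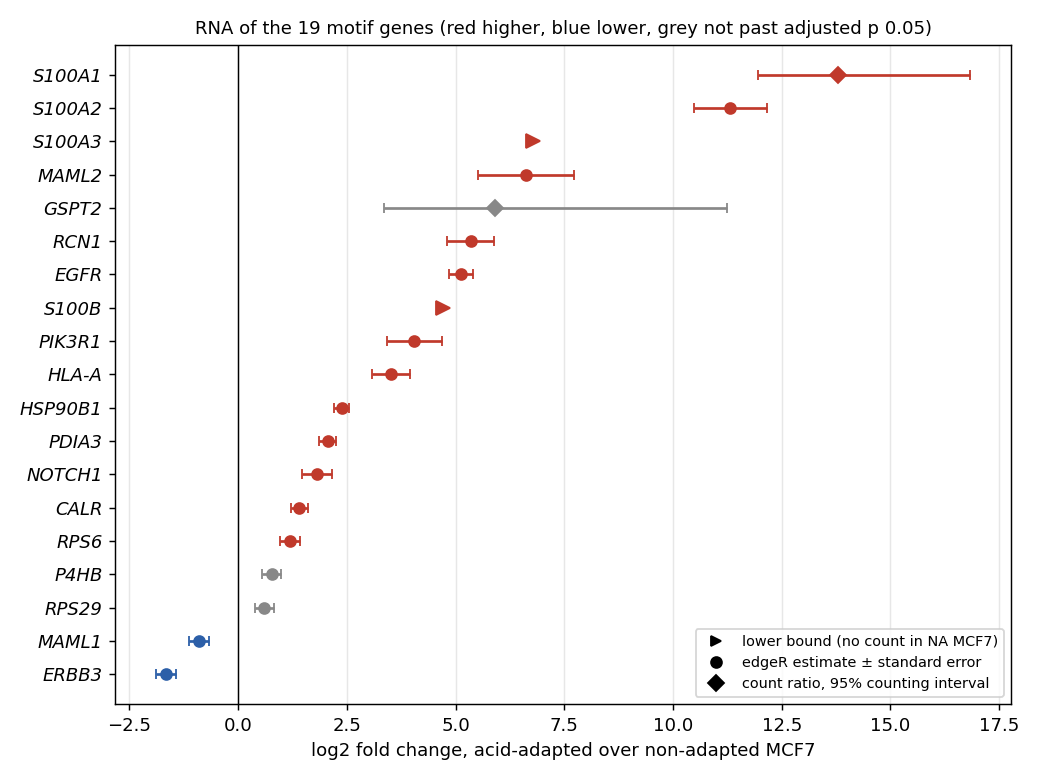
log2 fold change of the 19 motif genes in AA MCF7 over NA MCF7. Circles with bars are edgeR estimates with their standard error, diamonds are count ratios with an exact 95% counting interval for genes with 1 to 3 counts in NA MCF7, and triangles are lower bounds for genes with no count in NA MCF7. Red genes are higher, blue genes lower and grey genes not past an adjusted p of 0.05, and ERBB3 (-1.66) and MAML1 (-0.90) are the 2 genes below 0.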

**Figure 2:**
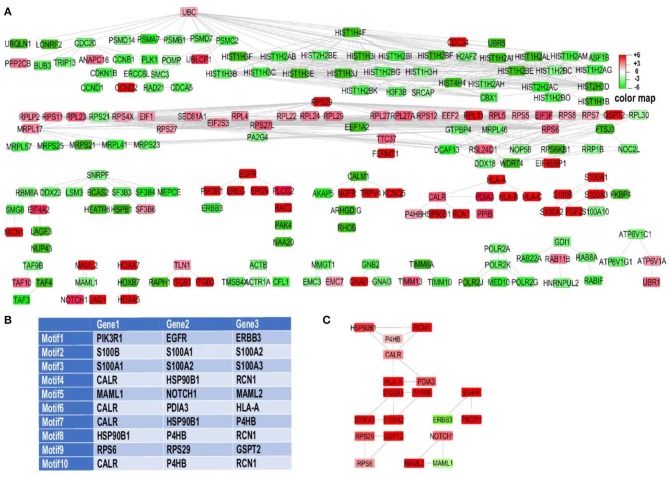
RNA sequencing motif analysis unravels EMT related genes involved in acid adaptation. **(A)** Experimentally validated gene regulatory networks of differentially expressed genes. For better visualization Y files layout algorithm of cytoscape was used to organize the network. Two node interactions and disconnected nodes were ommited. **(B)** Top ten ranked motifs of our network, directed toward EMT. **(C)** Top 10 explored motifs based on ranking analysis were merged together. The association of some of genes like P4HB and CALR in multiple motifs which present in top 10 motifs leads to construct a small sub-network by merging of these motifs which leads to construct core regulatory subnetwork.

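Genes of the large complexes among the differentially expressed genes changed in different directions. Of 48 measured replication-dependent histone genes, 24 were lower in AA MCF7 and 1 was higher (29 lower and 1 higher when adjusted over the list alone). H1-5, a linker histone gene, fell from 112 ± 14.9 to 20.1 ± 3.6 CPM, H2AC16 from 255 ± 68.2 to 51.0 ± 3.87 CPM and H2BC21, the most abundant, from 1150 ± 20.7 to 479 ± 31.4 CPM (SD, n = 2 each). H3C12 was at least 272-fold lower, with no count in AA MCF7. H1-1 was the exception, with 59 and 83 counts in AA MCF7 and none in NA MCF7. Histone genes are near-identical copies of each other, so reads assigned to a single copy are uncertain. The camera adjusted p of the histone list was 3.86e-08 on the edgeR fit, and the adjusted p = 0.361 with an estimated correlation. Of 51 measured cytosolic ribosomal protein genes, 18 were higher and 2, RPS21 and RPL30, were lower (25 and 2 when adjusted over the list alone). RPL27A was 2.67-fold higher, RPL23 2.53-fold and RPS11 2.22-fold, the last from 9830 ± 378 to 21800 ± 895 CPM (SD, n = 2 each). The camera adjusted p was 0.00181, and the adjusted p = 0.291 with an estimated correlation. With scaling by library size alone 10 were higher, and without acid-adapted replicate 1 or acid-adapted replicate 2 only 3 or 2 were, against 28 without non-adapted replicate 1 or non-adapted replicate 2. Of 16 measured mitotic cell cycle genes, 7 were lower and none was higher by edgeR (7 lower when adjusted over the list alone, 0 higher at an unadjusted p under 0.05 and by DESeq2 and limma-voom). The kinase gene PLK1 was 2.94-fold lower, cyclin B1 (CCNB1) 2.73-fold and the kinesin gene KIF11 2.32-fold. Scaling by library size alone gave 11 mitotic genes lower. On the edgeR fit the camera adjusted p of this list was 0.00274, and the adjusted p = 0.405 with an estimated correlation. Without acid-adapted replicate 1, no mitotic gene was past edgeR's threshold, and without acid-adapted replicate 1 or 2 the histone genes that were lower numbered 14 or 16, and with limma-voom 15. The call of H2BC21 was lost without acid-adapted replicate 1, and that of KIF11 also without acid-adapted replicate 2. Of 25 measured lysosome and V-ATPase genes, 4 were higher, 3 were lower and 18 did not pass (5 and 3 when adjusted over the list alone, camera adjusted p = 0.572 on the edgeR fit). The protease genes CTSC and CTSZ were 13.1-fold and 19.5-fold higher, and the proton pump subunit genes ATP6V1G1 and ATP6V1C1 were 2.28-fold and 2.19-fold lower, calls that were lost without acid-adapted replicate 1 or acid-adapted replicate 2. Without either of these samples 2 lysosome genes were higher and 1 was lower. Of the pH regulators and proton sensors, 4 of 27 were measured, and the sodium-proton exchanger gene SLC9A2 was 96.5-fold lower (179 ± 109 CPM in NA MCF7 and 1.78 ± 0.778 CPM in AA MCF7; SD, n = 2 each), the call that also passed over the list alone, with none higher by edgeR. With limma-voom it did not pass. That list had a camera adjusted p of 0.399. Counts of 0 higher were also found there at an unadjusted p under 0.05 and by DESeq2 and limma-voom.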

### Integrative Analysis of Transcriptomics and Proteomics of Acid-Adapted and Non-adapted MCF7 Cells Reveals the Role of S100 Proteins in Acid-Induced Epithelial to Mesenchymal Transition

For further validation of our findings in RNA sequencing and EMT related motif analysis at the protein level, we compared all the genes in the EMT motifs with their relative protein change in our SILAC discovery proteomics of the MCF7 cell line published previously (27) as well as the MCF-DCIS (DCIS) cell line which we conducted SILAC proteomics on for this study. Since the focus of this study is on early adaption of breast cancer cells we selected DCIS cell lines and adapted them to acid for 3–6 months in the same process as the MCF7 cells. The SILAC proteomics approach was applied to compare the whole proteome of acid-adapted cancer cells to non-adapted counterparts. SILAC or stable isotope-labeled amino acids in cell culture is a quantitative mass spectrometry (MS) based technique that is used to compare the proteome of pairs of biological samples (61) which in our case is acid-adapted and acid-naive breast cancer cell lines. To minimize the rate of false-positive biomarker association, parallel SILAC experiments were conducted for each cell lines in which the acid-adapted or non-adapted cells were labeled by growing them in SILAC “heavy” media (^13^C_6_ lysine and ^13^${\text{C}}_{6}^{14}$N_4_ arginine), while the comparator cells (acid-naive or acid-adapted cells, respectively) were cultured in media containing the corresponding amino acids of naturally occurring isotopic distribution. The labeling strategy was reversed (flipped) to eliminate potential bias due to the media and incorporation of the stable isotope-labeled amino acids (Figure 3A) (62). MCF7 data was previously published for biomarker discovery of acid adaptation (27). In DCIS SILAC proteomics, 2,841 proteins were detected with 466 unique proteins for acid-adapted DCIS cells and 323 unique proteins for non-adapted ones (Figures 3B,C and Supplementary Figure 3). We used fold change to plot our data and used 1.5-fold change cut off (Figure 3C). The same analysis and cut off was applied for both DCIS and MCF7 cells. To do integrative analysis, we looked for any proteins related to the five explored motif packs isolated from RNA sequencing data (Figure 2C) in both MCF7 and DCIS proteomics with more than 1.5 ratio change in acid-adapted vs. non-adapted condition (Figure 3C). In order to perform integrative proteomics and transcriptomics data analysis we focused on 10 explored motifs based on motif ranking analysis (Figure 2C). This analysis has been conducted to ensure consistency of proteomics and transcriptomics data. Translational pattern of 19 differentially expressed genes were assessed in MCF7 and DCIS proteomics data. We plotted the interactome map for these altered proteins that were identified through integration of transcriptome and proteome data (Figure 3D). In this figure nodes in rectangular shape have both gene expression and protein translation alteration and oval nodes only present alterations in transcriptomics level. Ten proteins out of 19 discovered genes had more than 1.5-fold change in MCF7 and DCIS proteomics data (Figure 3E). Among these genes the ones presented in Figure 3F are differentially expressed at the proteomics level in the DCIS and MCF7 cell lines (Figure 3F). 

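Among 9 measured genes of the S100 family of calcium-binding proteins, 5 were higher in AA MCF7, 1 was lower and 3 did not pass the test (6 higher and 1 lower when adjusted over the list alone). S100A2 (chromosome 1, 153533584 to 153540366) was the most abundant of those that rose, at 5000 ± 445 CPM in AA MCF7 and 2.0 ± 2.31 CPM in NA MCF7 (SD, n = 2 each), a log2 fold change of 11.32 (standard error 0.84, adjusted p = 0.00088 from edgeR's quasi-likelihood test). S100A1 (chromosome 1, 153600402 to 153604515) had 10221 and 7724 counts in AA MCF7 and 0 and 2 in NA MCF7, a ratio of 14200 with a counting interval of 3940 to 117000. S100A3 was at least 109-fold higher, with 129 and 77 counts against none. S100A9 rose from 8.13 ± 0.158 to 81.2 ± 13.8 CPM (SD, n = 2 each), and S100B was also higher. S100A10 was the member that fell (log2 fold change -0.95, standard error 0.18, adjusted p = 0.0195 from edgeR). S100A11, the most abundant member in NA MCF7, stood at 6780 ± 275 CPM in AA MCF7 and 5000 ± 496 CPM in NA MCF7 (SD, n = 2 each), with an adjusted p of 0.117 from edgeR, and passed with the stricter filter and without non-adapted replicate 1 or non-adapted replicate 2. S100P had 194 and 65 counts in AA MCF7 and 132 and 419 in NA MCF7, with an adjusted p of 0.645 from edgeR, and was called lower without non-adapted replicate 1. S100A14 had 0 and 7 counts in AA MCF7 and 0 and 1 in NA MCF7 and was not tested. Of these genes, S100A1, S100A2, S100A3 and S100B are also motif genes chosen by the study on the same samples. For the family the camera adjusted p was 9.38e-08 on the edgeR fit, and the adjusted p = 0.0922 with an estimated correlation. Without acid-adapted replicate 1 or acid-adapted replicate 2, no S100 gene was lower by edgeR, and without non-adapted replicate 1, 2 were.

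**Figure D3:**
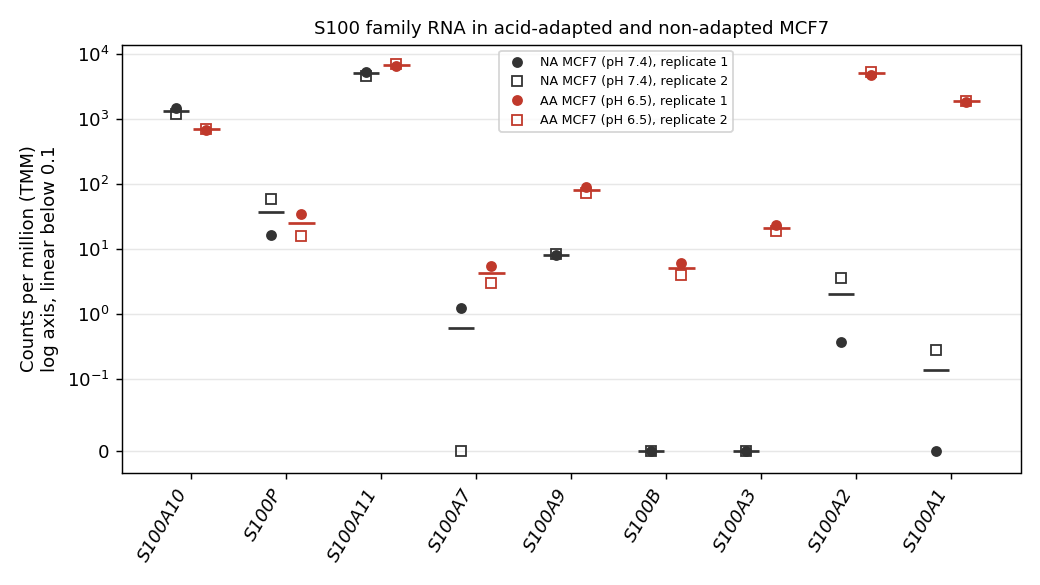
TMM-normalized counts (CPM; log axis, linear below 0.1) of the 9 measured S100 genes, in order of their log2 fold change. Filled and open symbols are replicates 1 and 2, red for AA MCF7 and black for NA MCF7, and short lines are means of 2 samples. S100B and S100A3 lie at 0 in both NA MCF7 samples, and S100A2 and S100A1 lie above 1000 CPM in AA MCF7 and below 10 CPM in NA MCF7.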

Due to abundancy of the S100 family proteins in both transcriptomics and proteomics data, this motif pack was chosen for further experimental validation.

**Figure 3:**
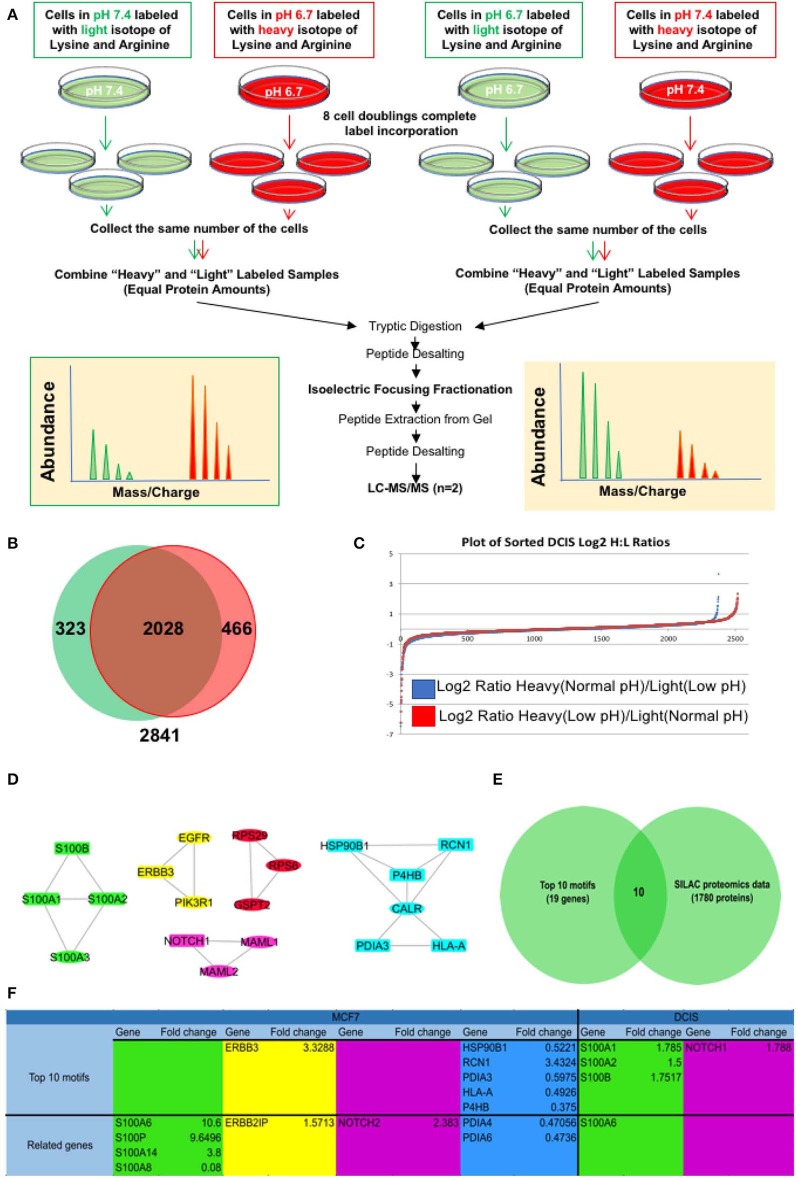
Integrative analysis of proteomics and transcriptomics data to discover the acidic microenvironment induced EMT genes. **(A)** A schematic of our SILAC proteomics design. We flipped the labeling to make sure the changes in protein expression is not affected by the type of labels. **(B)** Venn diagram and **(C)** Log 2 fold change of SILAC proteomics data discovered in each flipping experiment. **(D)** Integrated interaction map of the regulatory subnetwork and their related altered proteins in both DCIS and MCF7 cell lines. **(E)** Venn diagram indicating that among *n* = 45 transcripts (The subnetwork and it's near interactions) *n* = 12 proteins were differentially translated with the abundancy of S100 family. **(F)** The name of proteins that are discovered in DCIS and MCF7 proteomics and are correlated to the motif's from RNA sequencing data.

### Acid-Adapted MCF7 Cells Express Higher S100A6 and S100B Proteins

To further validate the S100 motif discovered in both RNA sequencing and proteomics data in acid-adapted EMT analysis, we performed Immunocytochemistry (ICC) experiments on our acid-adapted and non-adapted MCF7 cells. We chose S100A6 and S100B from the family because of over expression of S100A6 at the protein level in both MCF7 and DCIS cells and S100B as one marker discovered in RNA sequencing of MCF7 cells and the proteomics of DCIS. 

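S100B (chromosome 21, 48018517 to 48025121, minus strand) had 34 and 16 counts in AA MCF7 and none in either NA MCF7 sample, which makes it at least 26.4-fold higher. Its level in AA MCF7 was 5.02 ± 1.53 CPM (SD, n = 2), and its adjusted p was 0.0278 from edgeR's quasi-likelihood test. S100B did not pass without acid-adapted replicate 1, when 16 counts against none remain and the spread comes from the NA MCF7 pair alone. S100A6 (chromosome 1, 153507075 to 153508720, minus strand) had 1 count in the 4 samples together, in an NA MCF7 sample, and was not tested. The files list 2 records of S100A6, and reads that lie on both were set aside as ambiguous, so its RNA level was not measurable from these counts.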

To do the experiment, both AA MCF7 and NA MCF7 were seeded on the one slide with eight chambers on it and were treated with exactly equal amounts of antibodies. Slides were imaged using a Leica TCS SP5 confocal microscope with exact settings for both cells, and samples were imaged the same day. We found higher expression of both S100B and S1006 in acid-adapted MCF7 cells (Figures 4A,B). To confirm the acid adaptation status of our cells, we also stained the acid-adapted MCF7 cells and the non-adapted MCF7 cells with the known marker of acid adaptation, LAMP2b. We observed membrane localization of LAMP2b in our acid-adapted MCF7 cells (Figure 4C), which is characteristic of acid-adapted cell populations.

**Figure 4:**
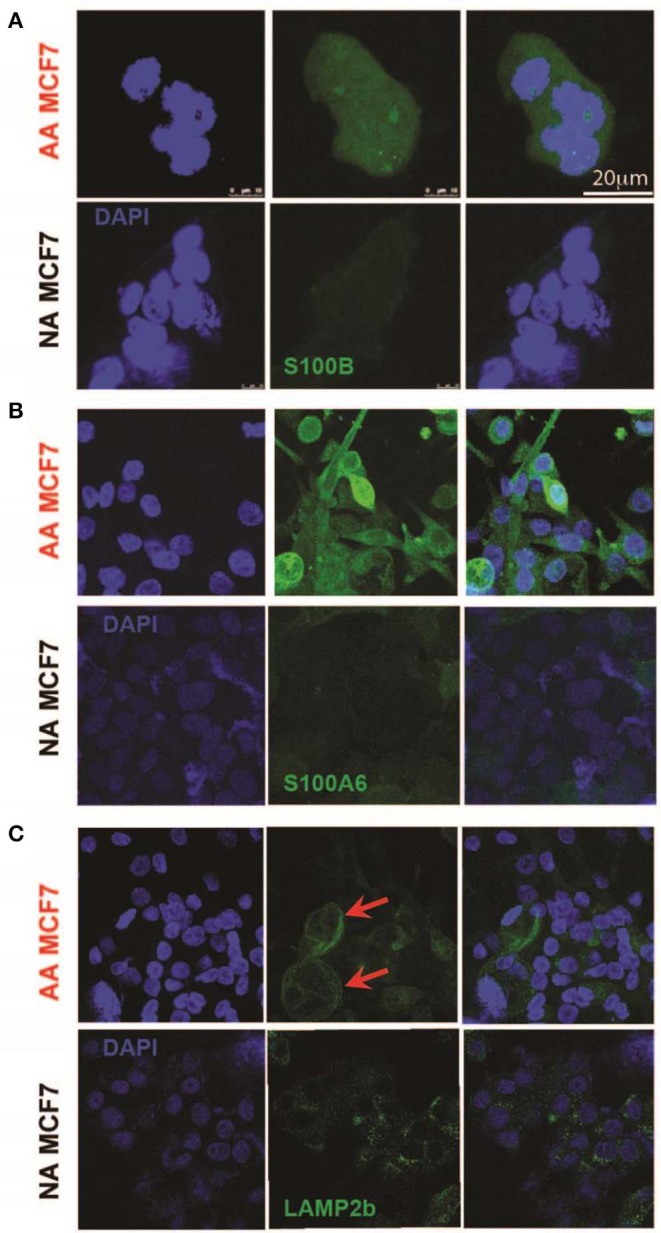
Validation of higher expression of acid-induced EMT markers by Immunocytochemistry. **(A)** S100B protein expression in acid-adapted and non-adapted MCF7 cells with the analysis on right. S100B expression is significantly higher in acid adapted cells. **(B)** S100A6 ICC of acid-adapted and non-adapted MCF7 cancer cells shows higher expression of S100A6 in AA MCF7 cells. **(C)** LAMP2b ICC of acid-adapted and WT MCF7 cancer cells. Acid-adapted MCF7 cells display membrane localization of LAMP2b, compared to cytoplasmic localization in non-adapted MCF7 cells.

### S100A6 Expression Correlates With Survival in Breast Cancer Patients

We then sought to clinically validate our identified S100 proteins expression in breast cancer patient Tissue Micro Arrays (TMA) that we have available at the Moffitt Cancer Center tissue core bank. On the basis of our previous findings, we hypothesized that an acidity biomarker should have two characteristics. First, due to the increase in glycolytic rate with breast cancer progression, there should be an association of progression with marker of acidity and second, the expression of the proteins should correlate somehow with the expression pattern of LAMP2b as it is a known marker of acidosis (27, 34). In short, S100A6 and S100B proteins should increase with stage similar to LAMP2b. To test this, we analyzed protein expression of S100A6 and S100B via IHC of TMAs containing patient sample biopsies from different stages of breast cancer totaling 160 cores. While the protein expression of S100A6 showed statistically (*P* < 0.0001) higher in tumor samples compared with adjacent normal breast there was no difference for S100B. The negative results of S100B could be the cause of problems with antigen specificity or epitopes that were used. We then continued our analysis with S100A6 by measuring the positivity of each core in different stages of breast cancer. Increased S100A6 expression correlates with increased tumor progression from DCIS to invasive ductal carcinoma (Figure 5A). There were notably significant differences between normal breast and DCIS, Invasive Ductal Carcinomas (IDCs), and IDCs with local metastases indicating the role of this protein in cancer progression and invasiveness. We then compared the survival of patients with high and low expression of S100A6 for each biopsy cores in three categories of DCIS, IDC and IDC with local metastasis. For defining high vs. low expression, we use the median of all the cores in each category as middle point and anything below the media was taken as low and vice versa. The data was analyzed using two testing methods: Mantel-Cox and Gehan-Greslow-Willcoxon. The DCIS category showed significant difference between low and high expression (Figure 5B), which confirms our previous studies of DCIS as the most acidic tumors in breast cancer. The difference wasn't significant for survival of patients with breast cancer at IDC, and IDC with local invasion stages, implying the importance of acidosis and acid related phenotype at early stages of cancer again (Supplementary Figure 4).

**Figure 5:**
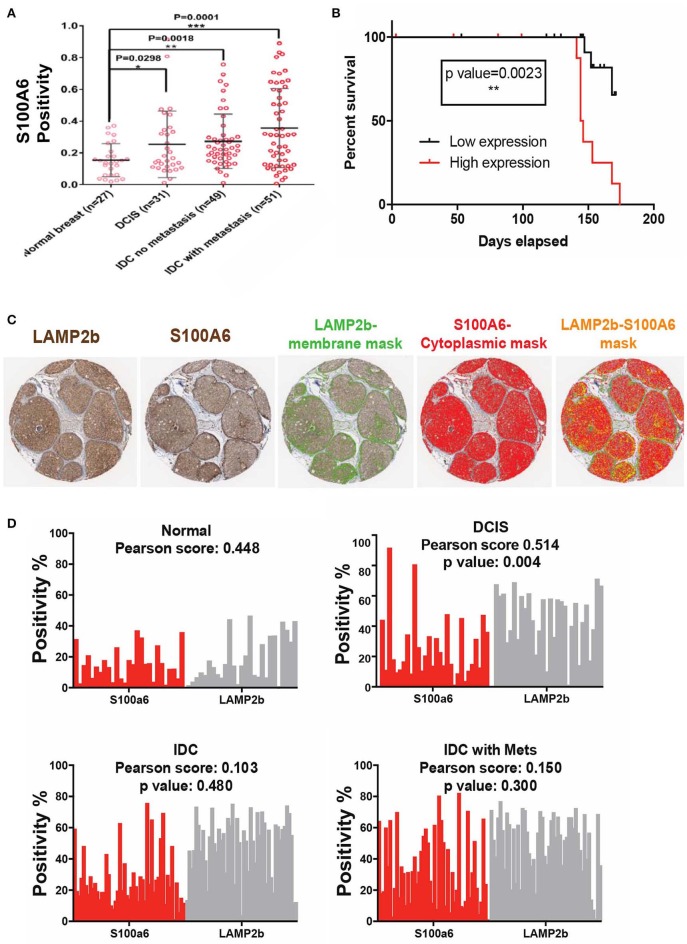
Clinical validation of S100A6 expression correlation to acid phenotype in breast cancer. **(A)** TMA analysis of 160 biopsy cores stained with S100A6 antibody showed increased expression of this protein from normal to DCIS, IDC, and IDC with Mets. Data are shown as mean with standard deviation as error bar. **(B)** Kaplan-Meier graph comparing DCIS patient's survival with low expression of S100A6 (Below the average) to patients with high S100A6 expression. Patients with high expression survived less than patients with low expression. **(C)** Representative images of core biopsies stained for both LAMP2b and S100A6 on sequential cuts. **(D)** Correlation analysis of LAMP2b and S100A6 in different stages of breast cancer.

To further prove the correlation of S100A6 and acidosis we compared the positivity of LAMP2b as a marker of acidosis and S100A6 as our candidate, for each biopsy core in our TMA. Comparative analysis of S100A6 positivity from each biopsy core to LAMP2b expression of the same core showed a correlation between these two proteins (Figures 5C,D) validating the role of S100A6 in acid adaptation.

## Discussion

Deregulated energetics is a hallmark of cancer progression, and the deregulation of cellular energetics has a profound effect on the growth and progression of a tumor. The creation of an acidic tumor microenvironment (TME) is one of these major consequences of deregulated cancer cell energetics. When faced with the acidic TME the cancer cell population must either adapt or perish, with the former being the usual outcome due to the extraordinary ability of cancerous cell populations to adapt to a changing environment. This adaptation to an acidic TME is not a passive action and leads to permanent changes in the phenotype of the surviving population. Little is known about the phenotypic changes that occur throughout the arduous task of adapting to the acidic TME, and deeper insight into these changes will move us a step in the direction of targeting these aggressive populations therapeutically.

Although the concept of lower pH in the tumor microenvironment is not a new discovery, the specific studying of acid-adapted cancer cell phenotypic switch is a relatively new realm of science. Previous investigations have found numerous phenotypic changes that occur during cancer cell populations adapting to an acidic environment such as, chronic autophagy (63), increased presence of lysosomal proteins in the plasma membrane (27), and heightened aggressiveness (34). Acidity in the intratumoral environment, not associated with acid adaptation, has also been shown to foster the stemness of cancer cell populations in osteosarcoma (64).

The aim of this study was to understand the role of acidic microenvironment in the EMT phenotypic switch, a demonstration of cancer plasticity and heterogeneity of cancer cell populations, and study their role in patient survival. We used a unique approach to identify vital regulatory sub-networks that are involved in the acid adaptation of cancer cell populations using integrative analysis of transcriptomic and proteomic data of selected cancer cells under an acid microenvironment that mimics one of the harsh selection pressures amongst many in solid breast tumors. The advantage of our approach is that our network analysis workflow encompasses different layers of information such as log fold change in cells, involvement of genes in partial and complete EMT processes and network centrality parameters which reflects gene regulatory role in the whole network. These considerations led to isolation of the motifs that have a critical role in cancer cells' acid adaptation and pEMT. The discovered motifs also have significant regulatory function throughout the network from a structural perspective. Network centrality parameters were considered as a unique factor to weighting nodes. Log fold changes of motif genes were another parameter to rank motifs. Therefore, we have four parameters to rank the motifs: direct association of motif in EMT, motif prioritization score which is based on Cytoscape GPEC plugin and reflect indirect association of motif in EMT, centrality of the gene within the network, and expression behavior of motif in acidosis. When taken in total, these four parameters return the important motifs within the system.

Here in, we demonstrated the correlation of cancer cells acid adaptation, EMT and its driven heterogeneity with patient's survival. Our findings demonstrated a partial EMT phenotype in our acid-adapted cellular populations by correlation to EMT markers accepted in the field. This partial transition may represent a heightened degree of plasticity or metastatic ability, with cells carrying phenotypic characteristics of both epithelial and mesenchymal cells. We observed downregulation of Snai1 in the acid-adapted group, which negatively correlates with E-cadherin expression, and is not typical of a traditional EMT switch. While this was not typical of the EMT response, we did observe EMT characteristics with heightened vimentin and N-cadherin expression. Due to the observed changes in EMT markers caused by acid adaptation, we believe the acid adaptation may target specific pathways in the EMT process, while neglecting others. We also proposed one of the possible mechanisms of acid-induced EMT phenotypic alteration through S100 family proteins, specifically S100A6 and S100B proteins. These findings can be used for therapeutic advances targeting EMT and heterogeneity of breast tumors while also providing a better understanding of the mechanism behind microenvironment induced phenotypic changes toward EMT, and the role EMT plays in acid-induced cancer progression and evolution.

## Data Availability Statement

The datasets generated for this study can be found in the NCBI Gene Expression Omnibus (GSE145383).

## Ethics Statement

All the patient data for breast TMA4 used in this study were deidentified by Moffitt Cancer Center and consent was obtained from the participants at the source. The authors of this manuscript had no access to patient information in any course of this study.

## Author Contributions

MD designed and accomplished the experiment and wrote the manuscript. MS and IR analyzed the data. BO, PB, BF, and CZ did the experiments. JJ analyzed the images. JK and SY supervised the proteomics and transcriptome analysis.

### Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

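RNA was sequenced from acid-adapted MCF7 cells (pH 6.5) and non-adapted MCF7 cells (pH 7.4), with 2 samples in each group. The authors checked the reads with FastQC 0.11.8, trimmed them with Trimmomatic 0.39, aligned them to GRCh37 with HISAT2 2.1.0 and counted them with HTSeq, whose version the submitters' processing notes give as 11.1. The deposited values are raw, not normalized counts per RefSeq record, 1 file per sample. The annotation release, the strand setting and the overlap mode of the counting are not given in the sources used here. The replicates were compared before use, and each pair differed by more than sampling noise.

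Rows that name no gene were left out of library sizes and tests. Reads on no record made up 17.91%, 18.35%, 19.89% and 22.46% of the file totals (acid-adapted replicates 1 and 2, then non-adapted replicates 1 and 2), reads that were not aligned 5.63%, 6.72%, 4.95% and 10.87%, and reads of too low quality 0% in each. Ambiguous reads and reads with several alignments are given with the sequencing experiment in the text. The file totals were 64047921, 46030987, 64123695 and 57801089. Of the records, 23023 had at least 1 count. Gene names came from the RefSeq table of the reference for 16067 of these and from Supplementary Table 1 for 230, and 6726 stayed without a name. Predicted records made up 11907 of those with a count.

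Records were tested with edgeR 4.0.16 in R 4.3.3. TMM factors were 0.8792 and 0.8629 in acid-adapted MCF7 and 1.1511 and 1.145 in non-adapted MCF7, filterByExpr used its minimum count of 10, the common dispersion was 0.2784, and the quasi-likelihood test compared the 2 groups with no covariate. Calls were made at a Benjamini-Hochberg adjusted p under 0.05. Standard errors are not an output of this test. Each was computed as the absolute log2 fold change, without edgeR's prior count, over the square root of the test's F statistic. None is given where a group had no count. Gene lists were tested with camera (limma 3.58.1) on the edgeR fit with a preset correlation of 0.01, and again with an estimated correlation and after RLE scaling. Camera was run for 17 of the 18 lists, since the list of markers of non-epithelial cells had a single measured member. Tables were made with Python 3.11.15, pandas 2.3.3 and scipy 1.17.1, and plots with matplotlib 3.10.9.

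The genes named in the text are the 12 with the lowest p in each direction among called records with a symbol and groups that do not overlap, every gene the paper names in its text and in the figures on EMT markers, motifs and motif proteins, and in each list up to 4 called members with the lowest p and up to 2 with the highest mean count. When this rule was written, part of the paper's tables and figures had been seen. These members were named after their values were seen, outside the rule: CLDN4, DSP, F11R, GRHL2, COL3A1, MMP9, LAMA3, CD44, KLK5, S100A10, RPS21, RPL30, H1-1, EPGN, NRG2, KRT8 and CA12. The 18 lists were epithelial markers, mesenchymal markers, the S100 family, the motif genes of the paper, luminal and estrogen receptor genes, basal breast epithelial genes, genes of the MCF7 amplicons at 17q23 and 20q13, MHC class I antigen presentation, endoplasmic reticulum chaperones and unfolded protein response, cytosolic ribosomal proteins, replication-dependent histones, lysosome and V-ATPase, pH regulators and proton sensors, glycolysis, cholesterol synthesis, ERBB receptors and ligands, mitotic cell cycle, and markers of non-epithelial cells. A list member counts as measured when its record passed the filter.

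The alternatives were RLE size factors, upper-quartile scaling, library size alone, DESeq2 1.42.0, limma-voom, no filter on low counts, a stricter filter (at least 50 counts in at least 2 samples), records summed per gene, curated records only, a minimum absolute log2 fold change of 1, and each sample left out in turn. In the last, the lone sample was assumed to vary like the other group. Leaving out the mitochondrial records was added after seeing the data.

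The statistical tests were first run on simulated data with known changes. For the comparison of acid-adapted with non-adapted MCF7, with 6950 simulated records tested, the test recovered 2.3% of the records changed 2-fold, 28.3% of those changed 4-fold, 70% of those changed 16-fold and 93.8% of those changed 64-fold, with 6 false calls. None of 20 simulated unchanged lists had a camera p under 0.05. The simulated records varied independently of each other, so this does not show how camera behaves on lists of genes that vary together. Small changes were therefore mostly not detected in this simulation of 2 samples against 2. The simulation changed a far smaller share of records than the 23.8% called in the data. The adjusted threshold depends on that share, so the recovery in the data may differ.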

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

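The tests of explanations in this part were chosen after the results were seen. The lists themselves were not. These results concern genes that the paper does not discuss as groups.

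Luminal genes, basal genes and genes of the MCF7 amplicons changed together in AA MCF7. Of the measured luminal and estrogen receptor genes 16 were lower, and of the measured basal breast epithelial genes 16 were higher. Of 14 measured genes of the 17q23 and 20q13 regions, which are present in extra copies in MCF7, 13 were lower and none was higher by edgeR (14 lower when adjusted over the list alone, 0 higher at an unadjusted p under 0.05 and by DESeq2 and limma-voom). The phosphoinositide signalling gene PREX1 had 2 and 0 counts in AA MCF7 and 983 and 1079 in NA MCF7, a ratio of 650 (counting interval 180 to 5370), the autophagy gene VMP1 fell from 4610 ± 634 to 736 ± 20 CPM (SD, n = 2 each), the transcription factor gene TBX2 was 43.2-fold lower and the helicase gene BRIP1 27.2-fold lower. The camera adjusted p of the amplicon list was 1.03e-12 on the edgeR fit, with an adjusted p = 0.0922 with an estimated correlation. In AA MCF7, 2 of the 14 amplicon genes had no count, so they could not have been higher. With curated records only, 6 of the amplicon genes were lower. That setting left out the predicted records of several members, among them BRIP1, so its count is not out of the same 14. EGFR in the basal list and ERBB3 in the luminal list were also among the motif genes chosen by the study.

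A minority of other cells mixed into the acid-adapted cultures would leave the luminal transcripts of the remaining MCF7 cells. The 20 measured luminal genes, called or not, kept a median of 1.16% of their NA MCF7 level (upper quartile 12.0%), which argues against such a mixture. Of them, 14 kept under 10% and 2, KRT8 and CA12, kept over 50%. Both were read on a non-coding record with few counts. KRT8 had 26 and 19 counts in AA MCF7 and 34 and 20 in NA MCF7, and CA12 had 23 and 13 against 15 and 14. These records do not show how the other transcripts of KRT8 and CA12 changed. If the acid-adapted cultures were made of cells without the extra copies of 17q23 and 20q13, other genes of these spans should be lower too: the 25 measured genes in the spans that were not in the list had a median log2 fold change of -2.25, below the -0.67 to 0.56 of the 5th to 95th percentile of 10000 random lists, and 13 were lower and 1 higher. The drop was not confined to the span on chromosome 20, where the other 116 measured genes had a median of -1.0, whereas the other 292 of chromosome 17 had a median of -0.16. RNA levels do not measure copy number, so cells that lost these copies or never had them, selected from the culture or of another origin, and a lower output of these regions at pH 6.5 all stay open. The paper reports that its cells were authenticated by short tandem repeat typing, and DNA of the sequenced cultures was not analysed here.

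Of the replication-dependent histone genes 24 were lower, of the mitotic cell cycle genes 7 were lower, and of the MHC class I genes 6 were higher, as described with the network and with the differentially expressed genes. Without acid-adapted replicate 1, 14 histone genes and 0 mitotic genes were lower, and with limma-voom 15 histone genes. Without acid-adapted replicate 2, 16 histone genes were lower. No explanation was tested for these 3 lists.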

How the results depend on the processing

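No paired analysis was possible because the sample labels carry no replicate numbers. The paper speaks of a paired sample of MCF7 cells and its acid-adapted counterpart at the same passage number, but neither it nor the labels say which acid-adapted sample goes with which non-adapted one. Other splits of 2 samples against 2 were not counted. The counts inside records were 4724951 to 7092222 per sample. Many genes with overlapping transcripts stay out of reach because reads on the shared parts were set aside as ambiguous. Of 1471 values of the 106 named genes tested, 1387 kept their direction and their side of the threshold, 43 lost the call, 41 gained it and 0 reversed. RLE size factors changed none of these calls. Leaving out the mitochondrial records, chosen after seeing the data, changed none of these calls either and gave 882 records higher and 1023 lower. The cause was not tested for any change below unless fewer samples or records were tested by construction.

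The stricter filter gave 668 records lower. RLE size factors gave 870 records higher and 907 lower, upper-quartile scaling 891 and 1055, and a minimum absolute log2 fold change of 1 left 1812 of the 1916 records called. With library size alone, 1 epithelial marker, 10 ribosomal protein genes and 2 lysosome genes were higher, and 11 mitotic genes and 1 glycolysis gene were lower. With DESeq2, 1 mesenchymal marker and 1 glycolysis gene were lower and 2 glycolysis genes higher. With limma-voom, 1 epithelial marker was higher, and 2 epithelial markers, 1 motif gene, 15 histone genes, 1 ERBB gene and 0 pH regulators were lower. With no filter, 2 mesenchymal markers and 1 glycolysis gene were lower and 1 cholesterol synthesis gene higher. With the stricter filter, 1 ribosomal protein gene was lower and 3 ERBB genes were higher. With curated records only, 6 amplicon genes and 1 ribosomal protein gene were lower and 3 ERBB genes higher. With records summed per gene, 1 pH regulator and 2 glycolysis genes were higher, and without mitochondrial records 2 glycolysis genes were higher.

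Of 12 gene lists with a camera adjusted p under 0.05, 0 kept it with an estimated correlation. The adjusted p was then 0.0918 for the luminal and basal lists, 0.0922 for the mesenchymal, S100, motif and amplicon lists, 0.0927 for the MHC class I and ERBB lists, 0.144 for the chaperones, 0.291 for the ribosomal proteins, 0.361 for the histones and 0.405 for the mitotic genes. With so few samples, the test with an estimated correlation has few residual degrees of freedom and can hardly pass. The loss therefore does not tell correlation between genes from the small number of samples.

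With each sample left out in turn, 544 to 1094 records were higher and 632 to 962 were lower. The epithelial markers that were higher numbered 0 to 3 and those lower 3 to 5. For the mesenchymal markers the ranges were 9 to 12 higher and 0 to 2 lower, for the S100 family 4 to 7 and 0 to 2, for the motif genes 11 to 16 and 1 to 2, for the luminal genes 0 and 16 to 17, for the basal genes 15 to 18 and 0, and for the amplicon genes 0 and 9 to 13. They were 6 to 7 and 0 for MHC class I, 8 to 9 and 0 for the chaperones, 2 to 28 and 0 to 3 for the ribosomal proteins, 1 and 14 to 31 for the histones, 2 to 6 and 1 to 3 for the lysosome, 0 to 1 and 1 for the pH regulators, 1 and 0 to 1 for glycolysis, 0 to 1 and 2 to 3 for cholesterol synthesis, 4 to 5 and 1 to 2 for the ERBB genes and 0 and 0 to 10 for the mitotic genes. With an acid-adapted sample left out the spread comes from the non-adapted pair alone, and 0 of the named genes reversed. With a non-adapted sample left out the spread comes from the acid-adapted pair alone. The counts of that pair differed less (chi-square of 10.4 per record against 109 in the non-adapted pair), so calls gained there are weak support. Without acid-adapted replicate 1, 19 of 105 named genes lost their call and 1002 of the 1916 called records were called again in the same direction. Without acid-adapted replicate 2, 12 named genes lost their call and 1060 records were called again. Without non-adapted replicate 1 none did and 1435 were, and without non-adapted replicate 2, 2 did and 1423 were.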

Differences from the paper's values

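The paper's number of differentially expressed genes is 1928, at an adjusted p under 0.05 with DESeq2, and 1916 records passed the same threshold here with edgeR. Supplementary Table 1 holds 1927 rows, of which the paper gives 980 as higher and 947 as lower. DESeq2 called 1951 records here, and all 1927 of the table were among them. Of the table's records, 1828 passed edgeR's filter, all 1828 had the paper's sign, and 1670 were called. The log2 fold changes of 95 records of genes the text names were compared with the table. All 95 had the paper's sign. For 12 of them, with no count in one group, the value here is a lower bound, and none of these bounds was over 1.5 times the paper's fold. For the others, none lay farther from the paper's value than the larger of the 2 standard errors, the paper's and the one derived here from edgeR's test.

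The paper places P4HB, GSPT2 and RPS29 among the differentially expressed motif genes. Here their adjusted p from edgeR was 0.0511, 0.0512 and 0.112. P4HB passed with upper-quartile scaling, DESeq2, no filter, the stricter filter, records summed per gene and curated records only, and without non-adapted replicate 1 or 2. GSPT2 passed with upper-quartile scaling, DESeq2, limma-voom, records summed per gene and curated records only. RPS29 passed with the stricter filter, with records summed per gene and without non-adapted replicate 2, and the record NM_001030001.2, which Supplementary Table 1 lists, passed with edgeR.

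The paper defines the fold-change term of its motif score as the average absolute log2 fold change. In Supplementary Table 5 the paper's value for the motif of PIK3R1, EGFR and ERBB3 is 2.48839. The mean of the paper's own log2 fold changes in Supplementary Table 1 is 2.4884 with their signs and 3.6086 in absolute value, and the values here give 2.50 and 3.61. Among the 1412 rows of Supplementary Table 5 that could be read, from a truncated copy, 138 have a negative value in this column, which an average of absolute values cannot hold. For the motif of MAML1, NOTCH1 and MAML2 the paper's value is 1.82893. Supplementary Table 1 holds 2 records of MAML2. With XM_011543025 the mean of the paper's log2 fold changes is 1.8289 with signs and 2.4424 in absolute value (1.83 and 2.43 here), and with XM_011543023, the record with the higher mean count, it is 2.5288 and 3.1422 (2.51 and 3.11 here).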

Other observations

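The progesterone receptor gene PGR had 0 counts in both AA MCF7 samples and 166 and 221 in NA MCF7, at least 81.4-fold lower. The receptor tyrosine kinase gene ERBB2 had 0 and 5 counts over its 6 records in AA MCF7 and 0 and 9 in NA MCF7, so its level was not measurable from these counts. The lysosomal membrane gene LAMP2 stood at 54.7 ± 8.98 CPM in AA MCF7 and 67.6 ± 1.21 CPM in NA MCF7 (SD, n = 2 each; log2 fold change -0.30, standard error 0.25, adjusted p = 0.475 from edgeR). The ubiquitin gene UBC had a log2 fold change of 0.69 (standard error 0.18, adjusted p = 0.0453 from edgeR), a call that was lost with library size alone, with no filter and without acid-adapted replicate 1 or acid-adapted replicate 2. The lysosomal protease gene CTSD had a log2 fold change of 0.77 (adjusted p = 0.0782 from edgeR) and passed with DESeq2, with no filter, with the stricter filter and without non-adapted replicate 1 or non-adapted replicate 2. The glycolytic enzyme gene PGK1 had a log2 fold change of -0.14 (adjusted p = 0.759 from edgeR).

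The paper's Figure 3F gives protein directions in AA MCF7 for 6 motif proteins whose RNA was measured here. The RNA of ERBB3 was lower where the figure shows the protein higher, and the RNA of HSP90B1, PDIA3 and HLA-A was higher where the figure shows the protein lower, so 4 were called in the opposite direction. The RNA of RCN1 was called in the figure's direction, and that of P4HB was not called. The proteins were measured in other samples, and the difference between RNA and protein was not tested.

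The test of an explanation in this paragraph was chosen after the results were seen. Calls were made on single RefSeq records, so a shift of uniquely assigned reads between records of a gene could give calls without a change of the gene. Among 414 called records of genes with at least 2 records counted, 337 were called in the same direction when the records of each gene were summed, which is 81.4% and argues against such a shift as the source of most of these calls. Over all 1771 called records whose summed gene was tested, 1693 were called in the same direction and 4 had the opposite sign. Reads set aside as ambiguous are not part of this test, and their share differed between the groups, so a shift between ambiguous and assigned reads stays open for the calls of single genes.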
